A study of Rattus norvegicus with 4 samples. Its data were reported in "Genome-wide chromatin accessibility analyses provide a map for enhancing optic nerve regeneration" (2021).

How the data were processed

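Retinal ganglion cells (RGCs) were isolated from rat retina by immunopanning at embryonic day 21 (E21) and postnatal day 11 (P11), and per the labels 300000 cells of each preparation were frozen and passed to a sequencing centre for ATAC-seq. The series held 4 libraries, 2 per stage. The stage and the replicate number of each library were taken from its GEO labels. The study states that each library came from a separate litter, and the labels record no batch or date.

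The authors processed the reads with the ATAC-seq Integrative Analysis Package and called open chromatin regions (OCRs) separately in each library, without pooling replicates. The deposited lists follow the narrowPeak layout, with 1 line per OCR. For each OCR the authors' list gives the score, the fold enrichment at the summit, the −log10 p value, the −log10 q value and the summit position. The deposited score was the −log10 q value times 10, rounded down, in at least 99.99% of the OCRs of each library. The lowest deposited −log10 q value was between 2.01 and 2.02, so the authors' limit was q = 0.01. Scores, fold values and −log10 values are the authors' own and were mainly used to describe, rank or filter OCRs within the list they belong to. The median fold, and pileups derived from the fold and p values, were also compared between stages. Some alternatives applied the same limit to every list. Such a limit need not mean the same in each list, since the median −log10 q was 17.0 at E21 and 11.1 at P11. The versions and settings of the caller and the genome build of the ATAC-seq lists were not stated. Positions are therefore given on the build of the lists, and they reached 282748606 on chromosome 1.

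The lists hold no reads per region, so the differential test of the authors, which used DESeq2 on reads per OCR, was not rerun here, and presence or absence of a call was compared instead. Duplicate lines with the same chromosome, start and end were counted as 1 OCR. OCRs of all 4 lists were merged into consensus regions where they overlapped by at least 1 bp, and a library was taken to have a region if any of its OCRs overlapped it. A region was reproducible for a stage if both libraries of that stage had it. A region was stage-specific if both libraries of 1 stage and neither library of the other had it. The 4 libraries can be split into pairs in 3 ways, and the 2 splits that mix the stages served as the background for every count of this kind. Because a longer list has more chances to hold a region, each count depends on the number of OCRs called in each library.

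Changes in degree were examined in regions called in all 4 libraries. Each OCR was ranked by −log10 q within its own library, as a percentile from 0 to 100, and a region took the rank of its best OCR in that library. A region was called rank-shifted if both libraries of 1 stage ranked it above both libraries of the other and the stage means differed by at least 25 percentile points. Similarity between libraries was measured by the Jaccard index, the base pairs covered in both lists divided by those covered in either. Differences between stages in a value per library were tested with an exact two-sided permutation test over the 3 splits. The smallest possible p of this test is 0.333, so by this test no comparison of 2 against 2 libraries could reach 0.05. A p of 0.333 therefore does not show that the stages were alike. Values per stage are means ± SD over 2 libraries. Intervals on shares of OCRs are 95% Wilson intervals and cover counting error only.

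Read totals were not used here, but the lists carry a measure of depth. The fold and −log10 p value of an OCR were solved together for the pileup at its summit and the local background, on the layout in which the fold is the pileup plus 1 over the background plus 1 and the p value is the Poisson tail. The solution was a whole number, within 0.02, for 100% of the OCRs of each library. The pileup units are called fragments here, but the lists do not state whether each is a fragment or a single read end. The lowest local background in a library is its genome-wide background and is proportional to its depth.

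The alternatives chosen before the data were examined were OCRs with a −log10 q of at least 5, equal numbers of OCRs per library (the 125000 with the highest −log10 q), a reciprocal overlap of 50% between single OCRs without merging, each library left out in turn, numbered chromosomes and X only, a replicate block, strict presence with absence at the deposited limit, and 3 other settings of the rank comparison. Ranks among shared regions only and a fold of at least 4 were added after the data were seen. Positional clustering was examined in windows of 1 Mb holding at least 20 stage-specific regions, with 1000 shuffles of the stage of the regions, exact binomial tests per window against the genome-wide share, and Benjamini-Hochberg adjustment at 0.01. Correlations over autosomes and windows were tested with 100000 permutations.

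Promoter shares, distances to transcription start sites, genes with stage-specific promoter OCRs, and the CREB/ATF, MEF2 and other motif comparisons had been planned. They need a genome sequence and an annotation of the same build as the lists, which were not used here, so none of them was run and no OCR was assigned to a gene. The rule for named genes, fixed before the data were examined, took the 3 protein-coding genes per direction whose stage-specific promoter OCR had the highest mean rank. It was applied to regions, with the gene and promoter conditions dropped, and gave 3 regions per stage. The genes that the rule listed by name were not analysed here.

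The steps were tested on simulated data. In 20000 simulated regions, 1508 of 1508 E21-specific and 2471 of 2471 P11-specific regions were found. Simulated pileups were recovered in 100% of 5000 OCRs. With 200 of 82432 regions moved by 50 percentile points, 100% of the moved and 806 of the other regions were called rank-shifted. The move was well above the limit for a rank shift, and recovery of smaller shifts was not tested. The 806 calls do not estimate the background in the real lists, where the splits that mix the stages called 3157 and 2263 regions. These simulations check that the steps run as written, not how well they perform on the real lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with random seed 1.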

Results

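Chromatin accessibility was profiled in immunopanned rat RGCs, the neurons whose axons form the optic nerve, at E21 and P11. RGCs extend axons well before birth and lose most of that capacity in the days after it, and the 2 stages were chosen to ask which regions of open chromatin change over that interval. ATAC-seq uses a transposase that inserts sequencing adapters into accessible DNA, so that stretches dense in insertions are called as OCRs. Each stage had 2 libraries, and each library had its own list of OCRs.

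The E21 libraries held 125917 OCRs in replicate 1 and 154394 in replicate 2. The P11 libraries held 154772 OCRs in replicate 1 and 166702 in replicate 2. The stage means were 140156 ± 20136 OCRs at E21 and 160737 ± 8436 at P11 (SD, n = 2 each). The difference of 20582 OCRs was close to the SD of the E21 libraries (exact permutation test, two-sided, p = 0.333, the smallest p this test can give). With OCRs of −log10 q of at least 5 only, the numbers were 115566 and 142073 at E21 and 130705 and 147873 at P11. OCRs covered 58.6 and 75.2 Mb in the E21 libraries and 73.3 and 79.2 Mb in the P11 libraries. The median width was 390 ± 15 bp at E21 and 395 ± 1.4 bp at P11 (SD, n = 2; exact permutation p = 1).

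The depth recovered from the lists differed in the other direction. The genome-wide background pileup was 4.80 and 5.03 fragments in the E21 libraries and 4.30 and 4.17 in the P11 libraries, so the P11 libraries were the shallower ones and still held the longer lists on average. The weakest OCR of a library had a summit pileup of 14 fragments at E21 and 13 at P11. The median fold enrichment given by the authors within each list was 5.69 and 5.47 at E21 and 4.62 and 4.84 at P11. Both differences separated the stages without overlap and had an exact permutation p of 0.333, the smallest that test can give. The stage means differed by 0.685 fragments in background pileup (SD 0.163 at E21 and 0.094 at P11). They differed by 0.850 in median fold (SD 0.154 at E21 and 0.157 at P11), so both differences exceeded the SD of either stage.

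To ask whether libraries of the same stage resembled each other more than libraries of different stages, the lists were compared in pairs. The Jaccard index was 0.651 for the E21 libraries and 0.627 for the P11 libraries, with a mean of 0.639 ± 0.017 (SD, 2 pairs). The 4 cross-stage pairs had a mean of 0.476 ± 0.019 (SD) and ranged from 0.458 to 0.495, so the gap was larger than the spread within either kind of pair. The real split had the highest mean of the 3 possible splits (exact permutation p = 0.333). A reciprocal overlap of 50% between single OCRs moved these values most, to 0.557 within stages and 0.370 across stages. Of the OCRs of E21 replicate 1, 91.9% overlapped an OCR of E21 replicate 2 (Wilson interval 91.7 to 92.0%), and 73.1% (72.8 to 73.3%) and 76.0% (75.8 to 76.2%) overlapped one of P11 replicates 1 and 2. That list is the shortest, and these shares depend on the lengths of the lists. For E21 replicate 2 the gap was narrow, with 74.0% found in E21 replicate 1 and 68.0% and 71.2% in P11 replicates 1 and 2. For P11 replicates 1 and 2, 83.9% and 77.7% were found in the other P11 library. In E21 replicate 2, the E21 list nearer to them, the shares were 68.7% and 66.7%. Whether an OCR was found again depended on its rank. In the lowest 25% of each list by −log10 q, between 33.2% and 75.7% of OCRs were found in the other replicate of the stage, and in the highest 25% between 99.8% and 99.99%.

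The 4 lists merged into 228726 consensus regions. Of these, 82432 (36.0%) were called in all 4 libraries and 62815 (27.5%) in a single library. The reproducible regions numbered 112919 at E21 and 126547 at P11. With equal numbers of OCRs per library the order of the stages was reversed, with 104098 reproducible regions at E21 and 99524 at P11. The alternative that moved these counts most, a fold of at least 4, which was chosen after the data were seen, gave 86026 reproducible regions at E21 and 84431 at P11, also in the reverse order, and 57812 in all libraries.

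**Figure D1:**
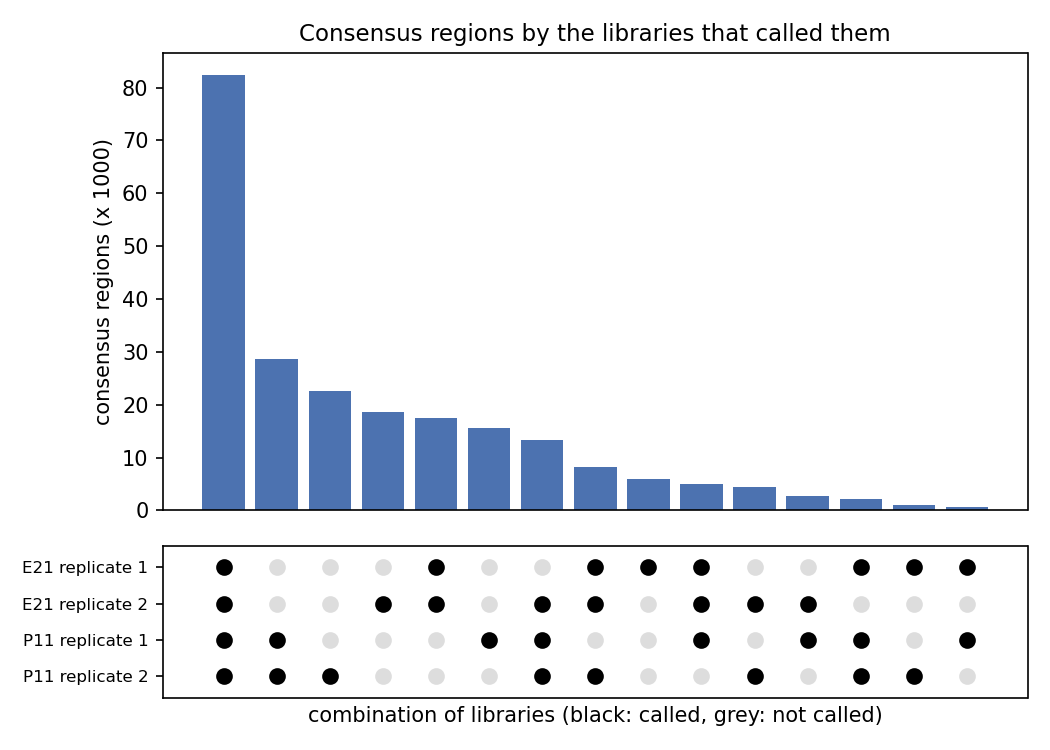
Consensus regions (the axis is in units of 1000) for each combination of libraries that called them, with black dots marking the libraries in which a region was called and grey dots those in which it was not. The tallest bar is the 82432 regions called in all 4 libraries, followed by the 28585 called in both P11 libraries and in neither E21 library.

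To find regions open at only 1 stage, regions called in both libraries of a stage and in neither library of the other were counted. There were 17413 E21-specific regions, 15.4% of the reproducible E21 regions, and 28585 P11-specific regions, 22.6% of the reproducible P11 regions. The sum was 45998. The split of the libraries by replicate number gave 709 and 4371 regions, a sum of 5080, and the crossed split gave 977 and 2820, a sum of 3797. The sum for the stage split was 9.05 times the larger of these. Leaving out E21 replicate 1 moved the E21-specific count most, to 36226 (24169 without E21 replicate 2). Leaving out P11 replicate 1 moved the P11-specific count most, to 52112 (45334 without P11 replicate 2). In each case a region then had to be called in a single library of that stage, which raises the count. Apart from small changes in merging, the regions added are those called only in the library that was kept. These numbered 18532 in E21 replicate 2 and 5968 in E21 replicate 1, and 22689 in P11 replicate 2 and 15626 in P11 replicate 1. Why the replicate 2 libraries held more of them was not tested.

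The excess of P11-specific over E21-specific regions was about as large as its spread between pairs of libraries. The ratio was 1.64. Over the 4 cross-stage pairs of libraries the ratio of OCRs found only in the P11 library to those found only in the E21 library ran from 0.981 to 2.35, with an SD of 0.612. This ratio follows the lengths of the lists, since the longer list of a pair has more OCRs of its own, and lists of equal length hold it near 1. With the 125000 highest-ranked OCRs of each library, there were 20348 E21-specific and 20001 P11-specific regions, a ratio of 0.983. Leaving out a library changes the presence criterion of its own stage and the absence criterion of the other, so the ratios without a library are not like for like. The ratio was 0.851 without E21 replicate 1, 1.75 without E21 replicate 2, 2.32 without P11 replicate 1 and 1.76 without P11 replicate 2. With equal numbers of OCRs the stage split still gave a sum of 40349 regions, against 3317 and 3129 for the other splits.

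**Figure D2:**
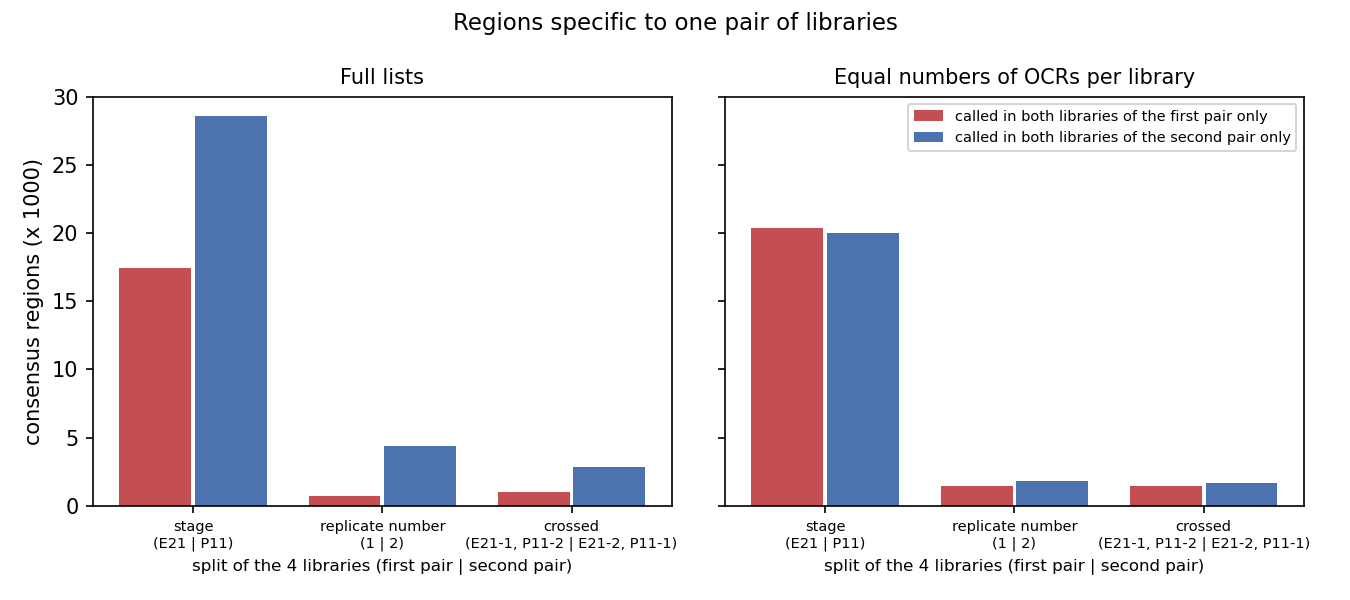
Consensus regions (the axis is in units of 1000) called in both libraries of the first pair only (red) or of the second pair only (blue), for the 3 ways of splitting the 4 libraries into pairs, with the full lists on the left and the 125000 highest-ranked OCRs of each library on the right. The stage split gave 17413 and 28585 regions with the full lists and 20348 and 20001 with equal numbers, and the other splits gave at most 4371.

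Stage-specific regions ranked low in their own libraries. The median rank of E21-specific regions was the 33.8 ± 4.8 percentile of the E21 lists, and that of P11-specific regions was the 36.6 ± 3.0 percentile of the P11 lists (SD, n = 2). Regions called in all 4 libraries had a median rank of 68.4 ± 5.0 in the E21 lists and 71.1 ± 1.4 in the P11 lists.

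The 3 E21-specific regions with the highest mean rank lay on chromosome 15 from 10731582 to 10732431, on chromosome 4 from 146546103 to 146546349, and on chromosome 3 from 141417899 to 141418687. The region on chromosome 15 had a fold of 18.3 and 19.4 and a summit pileup of 112 and 138 fragments in E21 replicates 1 and 2. The region on chromosome 3 had a fold of 14.1 and 14.7 and a pileup of 138 and 133 fragments. The region on chromosome 4 had a fold of only 2.66 and 2.78 with a pileup of 626 and 840 fragments, over a local background of 235 and 301 fragments, which is far above the genome-wide background of these libraries. Its high rank therefore came from a small excess over a very high local read density. The 3 P11-specific regions with the highest mean rank lay on chromosome 2 from 198797007 to 198797744, on chromosome 20 from 27018775 to 27019405, and on chromosome 18 from 40478255 to 40479062. Their fold in P11 replicates 1 and 2 was 15.2 and 15.8 on chromosome 2, 14.0 and 16.2 on chromosome 20, and 11.2 and 14.6 on chromosome 18. Their summit pileups were 110 and 101, 80 and 108, and 85 and 136 fragments in the same order. None of these 6 regions was assigned to a gene.

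Presence or absence of a call misses changes in degree, so ranks were compared in the 82432 regions called in all libraries. Across these regions, which are not independent replicates, Spearman's rho between libraries was 0.906 for the E21 pair and 0.858 for the P11 pair, and from 0.635 to 0.668 for the cross-stage pairs. By the rank criterion 7101 regions ranked higher at E21 and 10068 ranked higher at P11, together 20.8% of the shared regions. The other splits gave 3157 (3.83%) and 2263 (2.75%). The minimum difference moved the counts most, to 15525 at E21 and 19244 at P11 with 10 percentile points and to 2188 and 3931 with 40. Leaving out a library, which changes the criterion, the stage mean and the shared regions, also moved them: without P11 replicate 2 the count at E21 was 10925, and without E21 replicate 2 the count at P11 was 15828. The total was above that of the other splits, while the direction of the imbalance depended on the setting. With equal numbers of OCRs per library, 7940 regions ranked higher at E21 and 7213 at P11. With ranks taken among the shared regions only, a setting chosen after the data were seen that centres the differences, the counts were 9564 and 9849.

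**Figure D3:**
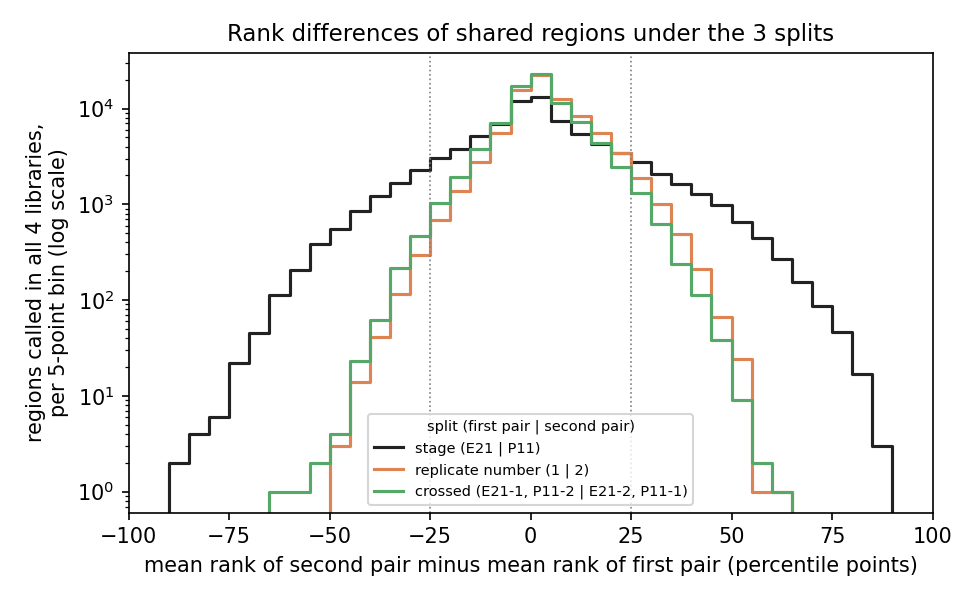
Number of regions called in all 4 libraries, per bin of 5 percentile points on a log scale, by the mean rank in the second pair of libraries minus that in the first pair, for the 3 splits into pairs, with dotted lines at 25 points in each direction. The stage split, in black, has the broadest distribution, with an SD of 20.7 points against 10.7 and 10.4 for the other splits.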

Values the study reported

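The study reported 40.9 ± 3.6 M reads per ATAC-seq library, of which 28.5 ± 2.6 M were uniquely mapped and non-redundant. It gave 150 ± 17.3 k OCRs per sample. At E21 it found 116,417 OCRs common to the replicates, at P11 it found 131,806, and 85,390 were common to all libraries. Read counts at 1 kb resolution correlated between replicates of a stage with R above 0.96. Its differential test on reads gave 15,402 regions more open at E21 and 22,444 more open at P11.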

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

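Ranks among shared regions only and a fold of at least 4 were chosen after the data were seen, and the other alternatives before. The reproducible counts at each stage and the count in all libraries stayed within a factor of 1.5 under each alternative run on them, from 86026 to 113137 at E21, from 84431 to 127044 at P11 and from 57812 to 95840 in all libraries. The order of the stages was not stable, since equal numbers of OCRs gave 104098 at E21 and 99524 at P11, and a fold of at least 4 gave 86026 and 84431.

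The ratio of P11-specific to E21-specific regions was above 1 and within its SD over pairs of libraries of the reported value under 8 of 11 alternatives. Among these it was 1.47 with the reciprocal overlap, 1.42 with strict presence, 1.30 with a −log10 q of at least 5 and 1.08 with a fold of at least 4. It was 0.983 with equal numbers of OCRs per library, which by construction hold the ratio near 1 only within single pairs of libraries. It ran from 0.851 (without E21 replicate 1) to 2.32 (without P11 replicate 1) across the 4 fits that each left out one library. These fits change the presence criterion of one stage and the absence criterion of the other, so they say little about the excess. The replicate block, which compared same-numbered libraries and combined both numbers, gave 1.51. Over regions, same-numbered libraries showed a correlation of −0.005 in their deviations from the stage means, which gives no sign that the numbers pair the libraries. In both stages the replicate 1 list was the shorter one, and the labels record no batch. Shared processing of same-numbered libraries is therefore not excluded.

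Leaving out one library gave from 22451 to 36226 E21-specific and from 30822 to 52112 P11-specific regions, with the highest values without E21 replicate 1 and without P11 replicate 1 (45334 P11-specific regions without P11 replicate 2). Fewer libraries then had to agree, which raises the count by construction. Which library of a stage moved its count most follows from the regions called only in the library that was kept, which were more numerous in replicate 2 at each stage. The E21-specific count was 24169 without E21 replicate 2. A fold of at least 4 gave 17589 P11-specific regions, and it removes more OCRs from the P11 lists, whose folds are lower. For the Jaccard index, equal numbers gave 0.658 within stages, and the cause was not tested. The reciprocal overlap of 50% is stricter by construction and gave 0.557 within and 0.370 across stages. Leave-one-out values ran from 0.627 to 0.651 within and from 0.459 to 0.492 across stages. Leaving out a library leaves only the pair of the other stage within stages, so the within-stage values are those of the same-stage pairs themselves. The cross-stage values are means of the pairs already compared, so leaving out a library adds no further check that cross-stage pairs lie below same-stage pairs.

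Of the rank-shifted regions, those higher at E21 and at P11 numbered 4084 and 4398 with the reciprocal overlap, 15525 and 19244 with a difference of at least 10 points, and 2188 and 3931 with at least 40 points, as the criterion itself sets. Leaving out one library gave from 6437 (without E21 replicate 2) to 10925 (without P11 replicate 2) at E21 and from 10849 (without P11 replicate 2) to 15828 (without E21 replicate 2) at P11. Of these 4 fits, the one without P11 replicate 2 had more regions at E21 than at P11, at 10925 and 10849. These fits change the criterion, the stage mean and the shared regions together, and the cause of their differences was not tested.

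Promoters of 1 kb, start sites of protein-coding genes, the strata of the promoter odds ratio and all motif alternatives were not run, since none of these results was computed. Depth limits what absence means: an OCR needed a summit pileup of at least 13 or 14 fragments to be called, so a region absent from a stage was not detectable there at this depth.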

Other observations

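The comparison of background pileups, the change of the ratio within pairs of libraries at a stricter limit, the size of the changes per autosome at that limit, and the correlations between pairs of libraries over autosomes and over windows were chosen after the results were seen. The patterns below were noticed and tested on the same lists, so they are hypotheses.

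The excess of P11-specific over E21-specific regions, a ratio of 1.64, cannot be told apart from a difference in the number of OCRs called. Equal numbers of OCRs per library gave 0.983. Lists of equal length hold the ratio near 1 within single pairs of libraries whatever the cause, here from 0.976 to 1.01. The ratio for regions called in both libraries is held less tightly. At equal numbers the splits that mix the stages gave 1471 against 1846 and 1464 against 1665 regions. Regions gained at P11 would themselves lengthen the P11 lists, so the value of 0.983 does not separate the 2 explanations. Deeper P11 libraries are argued against, since the mean background pileup at P11 was 0.861 times that at E21. Weak OCRs near the authors' limit may have a part in it. With OCRs of −log10 q of at least 5 the ratio within cross-stage pairs fell in 4 of 4 pairs, by a mean of 0.246 with an SD of 0.110. These pairs share libraries, and the stricter limit also removes more OCRs from the P11 lists, so this part overlaps with that of list length. Whether weak OCRs are the whole cause stays open, since the ratio of stage-specific regions at that limit was 1.30 while the pairs ran from 0.753 to 2.12. Why shallower libraries gave longer lists stays open, and a difference in biology between the stages was not tested. The imbalance of rank-shifted regions is open in the same way. The ratio of regions ranked higher at P11 to those ranked higher at E21 was 1.42 with ranks in whole lists and 1.03 with ranks among the shared regions. Ranking the same regions in every library centres the differences, so the lower value does not decide whether the lengths of the lists are the cause.

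Strong stage-specific regions were few, and which stage had more of them depended on the scale. At or above the 75th percentile in both libraries of a stage there were 176 E21-specific and 930 P11-specific regions, a ratio of 5.28. Equal numbers of OCRs lowered the ratio to 2.57 (251 and 644 regions), and the 4 cross-stage pairs of single libraries had lower ratios, from 1.71 to 2.0. All of these are above 1, so list length is not the whole cause. In the full lists the pairs gave 4.44 and 7.39 with E21 replicate 1 and 1.52 and 2.67 with E21 replicate 2. The size of the ratio therefore depends strongly on E21 replicate 1, while its direction was the same in each of the 4 pairs, with a lowest value of 1.52. When strength was instead set by a fold of at least 10 in both libraries, again in lists of equal numbers, 325 E21-specific and 96 P11-specific regions were left, a ratio of 0.295. A candidate explanation is that OCRs of a given rank are weaker in the P11 lists, and so more easily lost in the other stage. The fold limit is harder to reach at P11, with 10987 and 13924 OCRs past it in the P11 lists against 25527 and 28636 in the E21 lists, so neither scale is neutral.

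The share of OCRs differed between stages on some autosomes. On 10 of 20 autosomes the libraries of the stages did not overlap, where chance gives 33.3%. The excess over chance was not tested. Shares within a library add to a fixed total, so the autosomes are not independent. Chromosome 17 held 3.70 ± 0.05% of OCRs at E21 and 4.23 ± 0.07% at P11, and 75.2% of its stage-specific regions were P11-specific. Chromosome 10 held 5.33 ± 0.003% at E21 and 4.73 ± 0.23% at P11, and 50.8% of its stage-specific regions were P11-specific. The change from E21 to P11 in the replicate 1 libraries correlated over autosomes with that in the replicate 2 libraries, with Pearson's r of 0.756 (permutation p = 0.00033) and Spearman's rho of 0.559 (permutation p = 0.0115). The crossed pairs gave r of 0.814. Changes between libraries of the same stage, E21 against P11, gave r of −0.159 (permutation p = 0.503). This argues against variation between libraries unrelated to stage. Without the 2 autosomes farthest from the median, r fell to 0.433, so much of the relation rests on a pair of chromosomes. Weak OCRs near the authors' limit are argued against as the whole cause, since the changes kept their size without them. With OCRs of −log10 q of at least 5 the mean size of the log2 change over autosomes was 1.01 times that in the full lists, and from 0.992 to 1.02 times with each autosome left out in turn. The log2 change was 0.19 in both for chromosome 17, and −0.17 in the full lists and −0.19 at the stricter limit for chromosome 10. GC content and gene density were not tested. The labels give no batch, so a difference in preparation between the stages cannot be told apart from a difference in biology.

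Stage-specific regions of the same stage lay in the same 1 Mb windows. Over 1076 windows the split between E21-specific and P11-specific regions had a chi-square per degree of freedom of 2.72. The highest of 1000 shuffles of the stage was 1.14 (permutation p = 0.000999, the smallest the shuffles can give), and the highest of 1000 shuffles within chromosomes was 1.41, so neither chance placement nor differences between whole chromosomes account for it. In 15 windows E21-specific and in 15 P11-specific regions were in excess at an adjusted p of 0.01 by the exact binomial test. Those with the smallest p were on chromosome 20 from 9000001 to 10000000, with 27 E21-specific and 3 P11-specific regions (adjusted p = 3.53e-06), and on chromosome 17 from 13000001 to 14000000, with 0 and 40 (adjusted p = 3.53e-06). Regions are not independent replicates, so these p values compare sets of regions.

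Local clustering unrelated to stage is still open. The splits that mix the stages had a chi-square per degree of freedom of 1.30 and 1.55 over windows of at least 5 regions, and stage-specific regions thinned to the same numbers had medians of 1.11 and 1.21, so at these numbers the stage split was not more clustered. A part related to stage was examined in regions that differed in 1 cross-stage pair only. Over 745 windows their direction correlated with that of regions differing only in the other pair, with r of 0.207 and rho of 0.203 (permutation p = 1e-05 for each, the smallest the permutations can give), although the pairs shared no library and no region. The crossed pairs gave r of 0.144 (permutation p = 9e-05). The same comparison between libraries of a stage gave r of 0.036 (permutation p = 0.361). The direction over windows was thus weakly shared between cross-stage pairs. These permutations moved windows across chromosomes and treated neighbouring windows as independent. Differences between whole chromosomes may therefore give these correlations. Local clustering unrelated to stage is not excluded as the whole cause within chromosomes. Broad domains that open or close together between E21 and P11 may contribute a small part, as may any regional bias between preparations of the stages, and the lists do not separate these.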
